A study of Mus musculus with 27 samples. Its data were reported in "The interactions of Bcl9/Bcl9L with β-catenin and Pygopus promote breast cancer growth, invasion, and metastasis" (2021).

How the data were processed

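RNA was measured in mouse mammary tumour cell lines of the MMTV-PyMT model, in which the polyoma middle T oncogene is expressed in the mammary gland of FVB/N mice. Bcl9 and Bcl9L (B9/B9L) are coactivators that link β-catenin to Pygopus. The HD1 domain binds Pygopus and the HD2 domain binds β-catenin. ΔHD1/fl and ΔHD2/fl lines carried a domain mutant and a floxed wild-type allele, and in ΔHD1/- and ΔHD2/- lines the floxed allele had been removed with a Cre-expressing adenovirus. Cells received no cytokine, Wnt3a (100 ng/ml, 3 days) or TGFβ (2 ng/ml, 4 days). Per the labels, cells for all treatments were plated together and RNA was isolated at the same time. The 27 libraries formed 12 groups of 4 genotypes and 3 treatments. Each group held 2 cell lines, except ΔHD2/-, which held 3. Lines with wild-type B9/B9L or mutant β-catenin were not analysed here.

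The authors prepared stranded mRNA libraries, aligned single reads to mm10 with STAR keeping unique hits, counted reads starting in exons of RefSeq genes with QuasR, and tested them with edgeR. Per the labels the libraries were sequenced on a NovaSeq, while the methods of the study also name a NextSeq. The deposited table held CPM values, that is, reads per 1000000 reads assigned to genes, with no further scaling by the authors, and each library summed to 1000000. It listed 24454 Entrez gene identifiers, of which 24374 matched a symbol and 80 did not. Every value was a whole multiple of what 1 read was worth (100% of values in all libraries), so read numbers could be recovered. Libraries held 21.86 to 33.69 M reads (median 25.96 M, where 1 M is 1000000 reads), and 3 reads, the most that a count of 0 allows, corresponded to 0.089 to 0.137 CPM. This floor covers counting error only, since reads without molecular identifiers are not independent molecules.

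The 13270 genes with at least 1 CPM in at least 2 libraries were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust settings). All 27 libraries entered 1 fit with 12 group means, without a block. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. The 20 comparisons were the response to Wnt3a and to TGFβ in each genotype and as the mean over genotypes, each recombined genotype against its fl genotype under each treatment, and the difference in response between both. Coordinates are from a GRCm38 annotation, the assembly also called mm10.

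The pairing of libraries was checked. Libraries of 1 cell line under different treatments deviated together from their group means (correlation across genes 0.634 to 0.94), because the replicate number stands for a cell line, so treatment comparisons were also fitted with cell line as a block. Whether a recombined line and the fl line of the same number derive from the same tumour is not given by the labels.

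Samples were clustered on 1 minus the Pearson correlation over the 500 genes of largest variance, with permutation tests that shuffled treatments within cell lines (100000 draws) or genotypes among whole cell lines (all 7560 assignments). Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with an estimated correlation. The lists were the Bcl9/Bcl9L complex, Wnt target genes, TGFβ target genes, mesenchymal, epithelial, fibroblast, luminal and basal markers, proliferation genes, p53 target genes, interferon-stimulated genes, and the Wnt3a and TGFβ lists published with the study. The published lists hold genes shared by ΔHD2/- lines and lines with mutant β-catenin. They were chosen partly on these libraries and are not independent evidence.

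Groups, tests, thresholds, gene lists, the rule for naming genes and all alternatives except those named last here were fixed before the data were examined. The rule named Bcl9 and Bcl9l first and 16 preset marker genes. For the mean responses it named the 5 called genes that rose most and the 5 that fell most among those changed the same way in all 9 lines. For other comparisons it named up to 2 called genes each way with no overlap between the groups compared. Genes outside this rule are marked where they appear, and 1 gene within it is not reported here. The alternatives were a pseudocount of 0.1, no filter, median-of-ratios scaling, the compared groups alone, the replicate block, cell line as a random effect (statmod 1.5.0), other thresholds, edgeR 4.0.16 on recovered reads, and leaving out 1 line at a time. Averaging ΔHD2/- lines 2 and 3, and leaving pairs within a cell line out of the clustering measure, were chosen after seeing the data.

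The tests were tried on simulated counts drawn from the real means and library sizes, in which 200 genes were changed 4-fold. The spread was set rather than estimated from these lines. The dispersion was 0.05 and the standard deviation between lines was 0.3 on the log scale. The shares recovered below hold for that spread only. They do not give the power for genes that varied more between the real lines. For the mean TGFβ response, 100% of the 200 genes were recovered among 12616 tested. In ΔHD1/fl lines 82.5% were recovered among 12609, for untreated ΔHD2/- against ΔHD2/fl 89% among 12625, and for the difference in TGFβ response of the ΔHD2 lines 16% among 12624 (87.5% with cell line as a block). Plots were drawn with matplotlib 3.10.9.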

Results

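Gene expression was measured by RNA-sequencing in 9 MMTV-PyMT tumour cell lines of 4 genotypes (ΔHD1/fl, ΔHD1/-, ΔHD2/fl and ΔHD2/-) under no cytokine, Wnt3a or TGFβ. Each treatment was measured in 2 lines per genotype, and in 3 lines of ΔHD2/-. Depth ranged from 21.86 to 33.69 M reads per library. Replicates were different cell lines, so the spread within a group included differences between lines. ΔHD2/- lines 2 and 3 were close to each other, with a correlation across genes of 0.993 to 0.997, against 0.807 to 0.957 in the 15 other pairs of replicates. They differed by more than sampling noise (chi-square per degree of freedom 13.52 to 35.99), though far less than the other pairs (135.7 to 681.8). They were counted as separate samples because the labels list them so, and that they are independent replicates was not shown.

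The first question was whether libraries grouped by treatment or by genotype. Over the 500 most variable genes, the mean correlation between libraries of the same cell line exceeded that between other libraries by 0.523. Libraries under the same treatment were closer than others by 0.0669 (permutation p 1e-05, the smallest that 100000 draws can give). For genotype the difference was 0.328 (exact permutation p 0.0937, one-sided, over 7560 assignments of whole lines), but libraries of 1 line always share a genotype, and the mean over all assignments was 0.174. With pairs within a line left out, a measure chosen after seeing the data, the genotype difference was 0.213 (same p) and the treatment difference 0.13 (same p). The nearest library came from the same cell line for 16 of 27 libraries, from the same genotype (the same line included) for 23, and from the same treatment for 11. Each library of ΔHD2/- lines 2 and 3 was nearest to the other line under the same treatment (correlation 0.996 to 0.998). The genotype and treatment counts therefore rest partly on a pair not shown to be independent. Over the 1000 most variable genes the genotype difference was 0.28, and with a pseudocount of 0.1 the treatment difference was 0.0436.

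**Figure D1:**
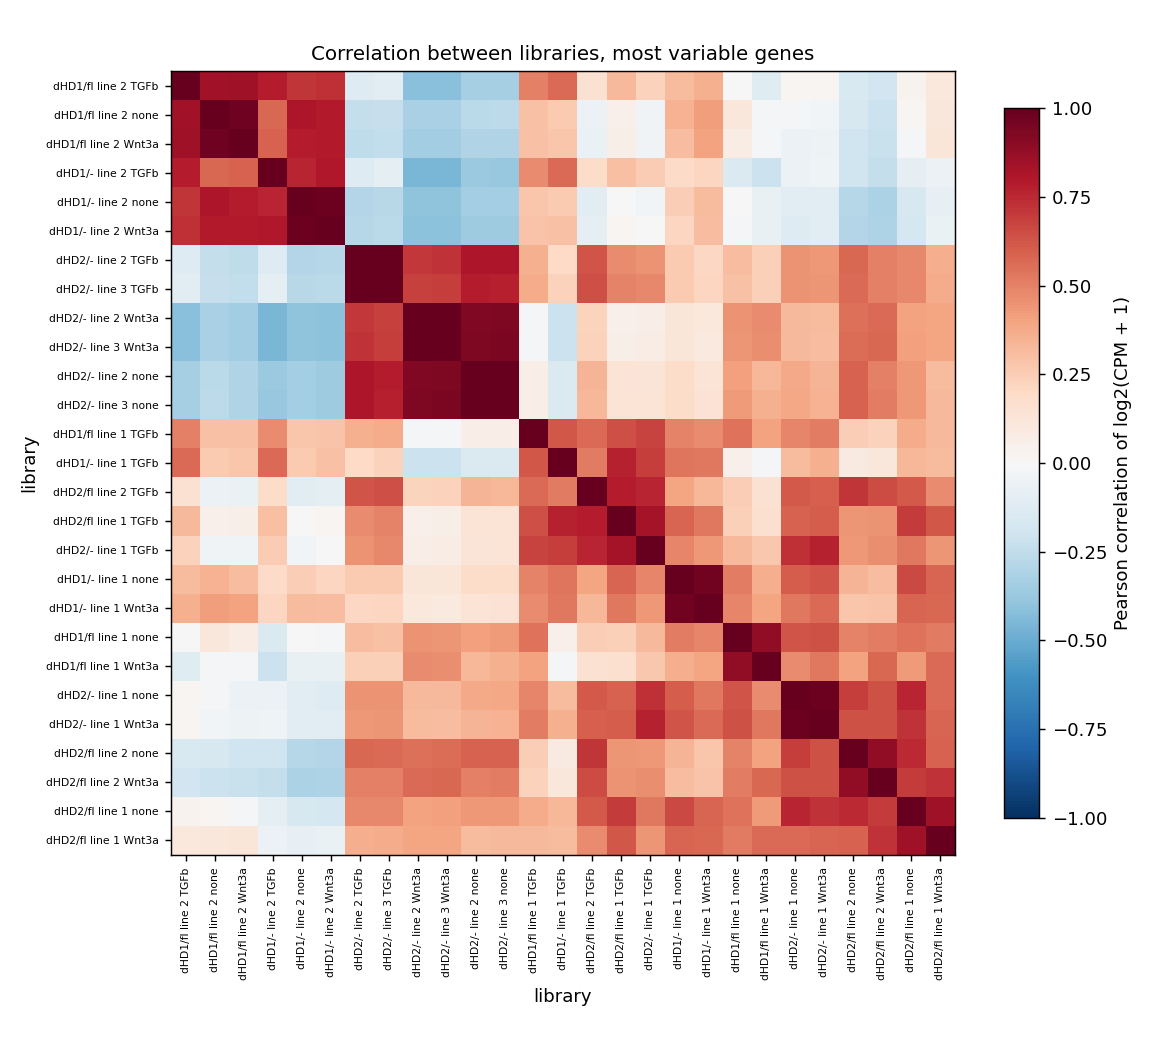
Pearson correlation of log2(CPM + 1) between all 27 libraries (both axes) over the 500 most variable genes, in the order of the clustering. The mean correlation within a line was 0.77, but only 4 of 9 lines stayed whole in a division into 9 clusters, and TGFβ libraries of 5 lines lie together, apart from their own lines. ΔHD2/- lines 2 and 3 form 1 block.

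Bcl9 and Bcl9l were examined first, since their alleles define the genotypes. Bcl9 (GRCm38 chromosome 3, 97203658 to 97298402) was at 50.0 ± 22.6 CPM (SD, n = 2) in untreated ΔHD1/fl and 56.2 ± 16.5 CPM (SD, n = 2) in ΔHD1/- lines. It was at 45.2 ± 14.1 CPM (SD, n = 2) in ΔHD2/fl and 50.2 ± 5.64 CPM (SD, n = 3) in ΔHD2/- lines. Bcl9l (chromosome 9, 44482738 to 44511906, overlapping Cxcr5) was at 247 ± 106, 251 ± 94.6, 232 ± 33.1 and 156 ± 22.2 CPM in the same order. Neither gene was called between a recombined genotype and its fl genotype without cytokine, which with 2 or 3 lines does not exclude a difference. The largest log2 fold change was -0.57 ± 0.41 (SE) for Bcl9l in ΔHD2/- lines (limma adjusted p 0.739). Gene totals do not separate the mutant from the wild-type allele.

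Wnt3a was applied to ask which genes respond to canonical Wnt signalling. Across all genotypes 3 genes were called, all higher, and 614 genes had an unadjusted p under 0.05. With cell line as a block 32 genes were called, 15 higher and 17 lower, including the same 3. The largest move came from an unadjusted p of at most 0.05 with a 1.5-fold change, which gave 304 genes. Without ΔHD1/fl line 2 the count was 81, and without ΔHD1/- line 1 or ΔHD2/fl line 2 it was 1. Without ΔHD1/fl line 1 it was 9, without ΔHD2/fl line 1 it was 5 and without ΔHD2/- line 1 it was 14. Axin2 (chromosome 11, 108917828 to 108950783) rose by a log2 fold change of 4.22 ± 0.19 (SE; limma adjusted p 7.26e-10) and was higher in 9 of 9 lines. Stra6 (chromosome 9, 58063793 to 58154004, overlapping Ccdc33) rose by 4.27 ± 0.53 (SE; limma adjusted p 0.00118), also in 9 of 9 lines, from 0.61 to 7.19. Untreated ΔHD1/- and ΔHD2/- lines had 0 reads of Stra6, so its fitted changes there are no bounds. It was not called without ΔHD1/- line 1 (adjusted p 0.0524) or ΔHD2/fl line 2 (adjusted p 0.0571), and over all its alternatives the adjusted p ranged from 1.14e-06 to 0.0571. The remaining gene, Ahr, did not change the same way in every line and is named here after its values were seen.

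By genotype, Wnt3a gave 2 called genes in ΔHD1/fl, 1 in ΔHD1/-, 15 in ΔHD2/fl (12 higher, 3 lower) and 1 in ΔHD2/- lines. Unadjusted p-values under 0.05 numbered 212, 27, 174 and 124. With cell line as a block, ΔHD1/fl lines gave 1 gene and ΔHD2/fl lines 43 (20 higher, 23 lower). Without ΔHD2/- line 1 that genotype gave 12 genes. Axin2 was called in each genotype, with adjusted p-values over the alternatives of 3.16e-06 to 1 in ΔHD1/fl, 0.00175 to 1 in ΔHD1/-, 9.66e-06 to 0.219 in ΔHD2/fl and 2.89e-05 to 0.0781 in ΔHD2/- lines. With the compared groups only it was called in none, and the ΔHD1/- call was also lost with a pseudocount of 0.1 and, like that in ΔHD2/fl, with edgeR. It went from 0.887 ± 0.802 to 69.1 ± 16.5 CPM (SD, n = 2) in ΔHD1/fl, from 1.00 ± 0.455 to 23.2 ± 13.7 CPM in ΔHD1/-, from 2.84 ± 0.192 to 75.3 ± 3.77 CPM in ΔHD2/fl and from 0.45 ± 0.284 to 19 ± 1.73 CPM (SD, n = 3) in ΔHD2/- lines. Ahr (chromosome 12, 35497979 to 35534989) rose from 28.3 ± 1.66 to 188 ± 110 CPM in ΔHD1/fl lines (limma adjusted p 0.0494), a call lost with the block (adjusted p 0.174, and 0.0163 to 1 over its alternatives). In ΔHD2/fl lines Stra6 rose by a log2 fold change of 6.73 ± 1.10 (SE; limma adjusted p 0.0137). Trp73 fell by 2.23 and Il17b fell by 2.06 on the log2 scale there, from 6.05 ± 4.53 and 6.22 ± 0.572 CPM. Il17b was not called under median-of-ratios scaling (adjusted p 0.0943, and 0.00186 to 1 over its alternatives). Of the preset Wnt targets, Notum was higher in 9 of 9 lines at a mean log2 fold change of 2.16 ± 0.52 (SE; limma adjusted p 0.322), and Ccnd1 in 9 of 9 at 0.98 ± 0.33 (adjusted p 0.8). Notum was called with cell line as a block (adjusted p 0.00298) and without ΔHD1/fl line 2 (adjusted p 0.0303), over a range of 0.00298 to 1 among its alternatives. For Ccnd1 the lowest adjusted p over 15 alternatives was 0.0266, and it was called in none of them. Rnf43 (0.49), Wls (0.25), Lef1 (-0.49) and Myc (-0.06) did not pass the threshold. Nkd1 and Sp5 were below the expression filter, at no more than 0.32 CPM in any group mean.

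**Figure D2:**
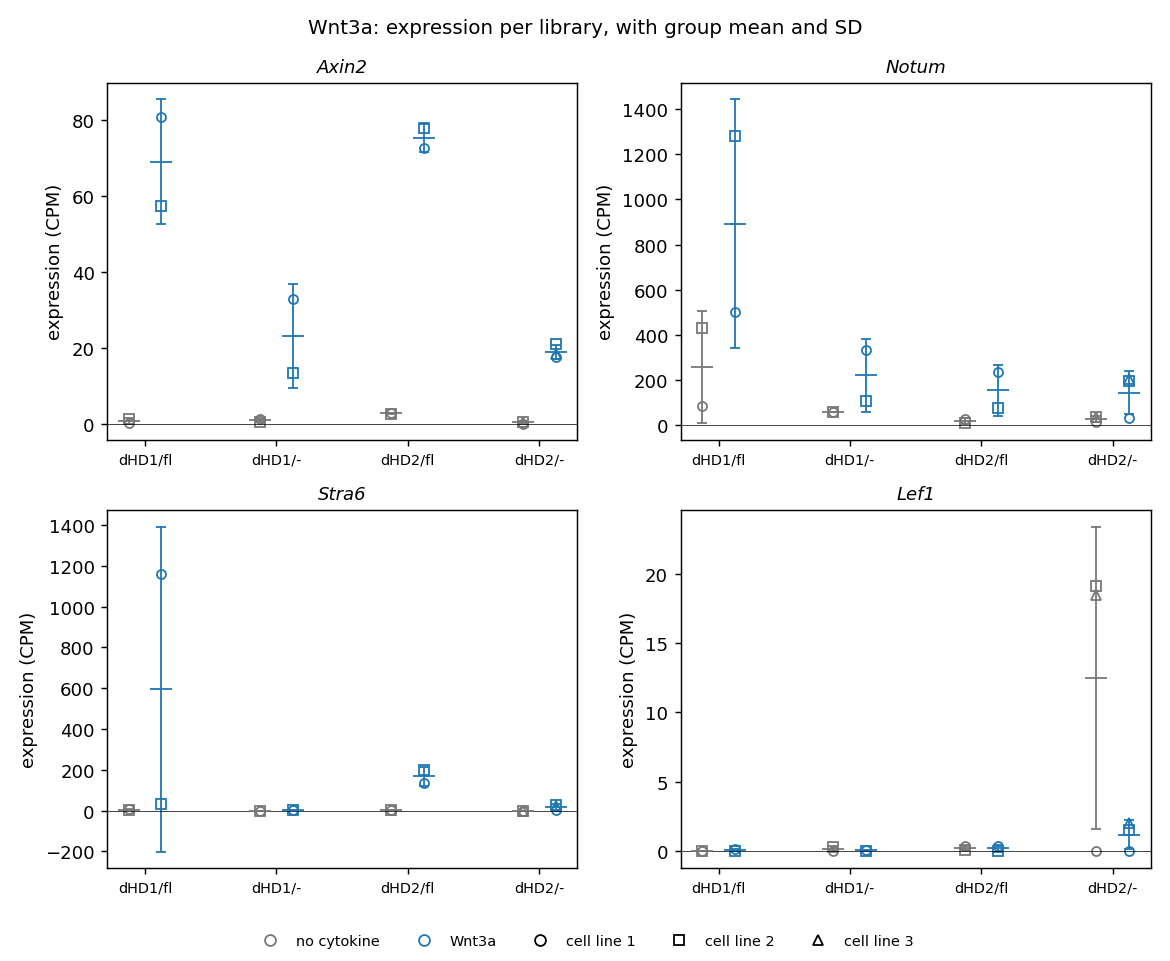
Expression in CPM (y axis) of Axin2, Notum, Stra6 and Lef1 in each genotype (x axis) without cytokine (grey) and with Wnt3a (blue). Symbols are cell lines, bars the mean and SD of 2 or 3 lines. Axin2 stayed at or under 2.97 CPM without cytokine and was between 13.5 and 80.8 CPM with Wnt3a.

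TGFβ was applied to induce an epithelial-mesenchymal transition (EMT). The mean response held 719 called genes, 247 higher and 472 lower, of which 539 changed the same way in all 9 lines. With cell line as a block 1184 genes were called (401 higher, 783 lower), all 719 among them. Dropping the fold change limit gave 2234 genes, the largest move. Without ΔHD2/fl line 2 the count was 455, and without ΔHD2/fl line 1 it was 465. Fn1 took 1.26% to 4.69% of reads in the TGFβ libraries, and the median log2 fold change of all genes was -0.16. Under median-of-ratios scaling that median was -0.03, and the share of called genes that rose went from 34.4% to 49.3%. Changes given here are on the scale without this correction, so they include the shift of -0.16.

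By genotype, TGFβ gave 28 called genes in ΔHD1/fl (67.9% higher), 190 in ΔHD1/- (22.1% higher), 38 in ΔHD2/fl (28.9% higher) and 107 in ΔHD2/- lines (44.9% higher). Under median-of-ratios scaling the shares that rose were 79.3%, 38.7%, 46.7% and 52%. With cell line as a block the counts were 719, 1238, 695 and 800, of which 311, 330, 239 and 298 were higher. In ΔHD1/fl lines most called genes were then lower. The same held there at an unadjusted p of at most 0.05 with a 1.5-fold change (372 higher, 736 lower). Without ΔHD2/- line 1, 2 or 3 the ΔHD2/- count was 247, 11 or 1. Among the genes that rose most in the mean response were Tnc, Mmp9, Clu and Ccn4, and those that fell most were Scara5, Aldh3a1, Slpi, Gas7 and Rassf4. Tnc (chromosome 4, 63959785 to 64047015) had a log2 fold change of 6.93 ± 1.49 (SE; limma adjusted p 0.00461) and Mmp9 (chromosome 2, 164940326 to 164955850) one of 5.13 ± 1.24 (adjusted p 0.00958). Scara5 (chromosome 14, 65666403 to 65764826) changed by -5.43 ± 0.42 (SE; limma adjusted p 1.03e-06) and Aldh3a1 (chromosome 11, 61208510 to 61218418) by -4.84 ± 0.46 (adjusted p 5.16e-06), each lower in 9 of 9 lines. Mmp9 was not called without ΔHD1/fl line 1, ΔHD1/- line 1, ΔHD2/fl line 1 or ΔHD2/fl line 2 (adjusted p 0.0539, 0.0525, 0.0514 and 0.0561, within 8.32e-05 to 0.0561 over its alternatives). Within single genotypes the rule also named Odaph, Jag1, Akr1c18, Ccn2, Fbxo40, Ctsf and Tns1. In ΔHD2/- lines Tns1 and Ccn4 lost their calls when any 1 of the 3 lines was left out, Slpi without line 2 or 3, and Scara5 without line 3, at adjusted p-values of up to 0.562. Fbxo40 had at most 3 reads in each untreated ΔHD2/fl library. Its mean with TGFβ there, 7.91 CPM, was 61.1 times the 0.129 CPM that 3 reads were worth. This compares observed means of 2 unequal lines, which rose by 2.39 and 3.65 on the log2(CPM + 1) scale, and bounds neither line. Under median-of-ratios scaling Fbxo40 and Slpi were not called in ΔHD2/fl lines (adjusted p 0.0541 each), nor was Tns1 in ΔHD2/- lines without the filter (adjusted p 0.0594).

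Of the preset EMT genes, Fn1 rose in 9 of 9 lines with a mean log2 fold change of 1.90 ± 0.32 (SE; limma adjusted p 0.000773), and Itga5 rose in 9 of 9 by 2.92 ± 0.46 (adjusted p 0.000483). Cdh1 was lower in 8 of 9 lines, at -1.53 ± 1.60 (SE; limma adjusted p 0.552), and Cdh2 was higher in 8 of 9, at 1.21 ± 0.84 (adjusted p 0.345). The Cdh1 mean rested on ΔHD1/- line 1, which fell by 7.27 on the log2 scale. Without that line it was -0.61 (adjusted p 0.83), and without ΔHD1/- line 2 it was -2.45 (adjusted p 0.298). With cell line as a block both were called (adjusted p 0.0481 and 0.00179), and Cdh2 was also called without ΔHD1/fl line 2 (adjusted p 0.000698). Over the alternatives the adjusted p ranged from 0.0481 to 0.83 for Cdh1 and from 0.000698 to 0.579 for Cdh2. Vim (0.73, or 0.37 without ΔHD1/fl line 1) and Tjp1 (-0.33) were not called. The spread between lines was large for Cdh1 and Vim. Without cytokine, Cdh1 was at 606 CPM in ΔHD1/fl line 1 and 0.522 CPM in line 2, and at 817 and 0.237 CPM in ΔHD1/- lines 1 and 2. Vim was at 198 and 4190 CPM, and at 156 and 3680 CPM, in the same lines.

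**Figure D3:**
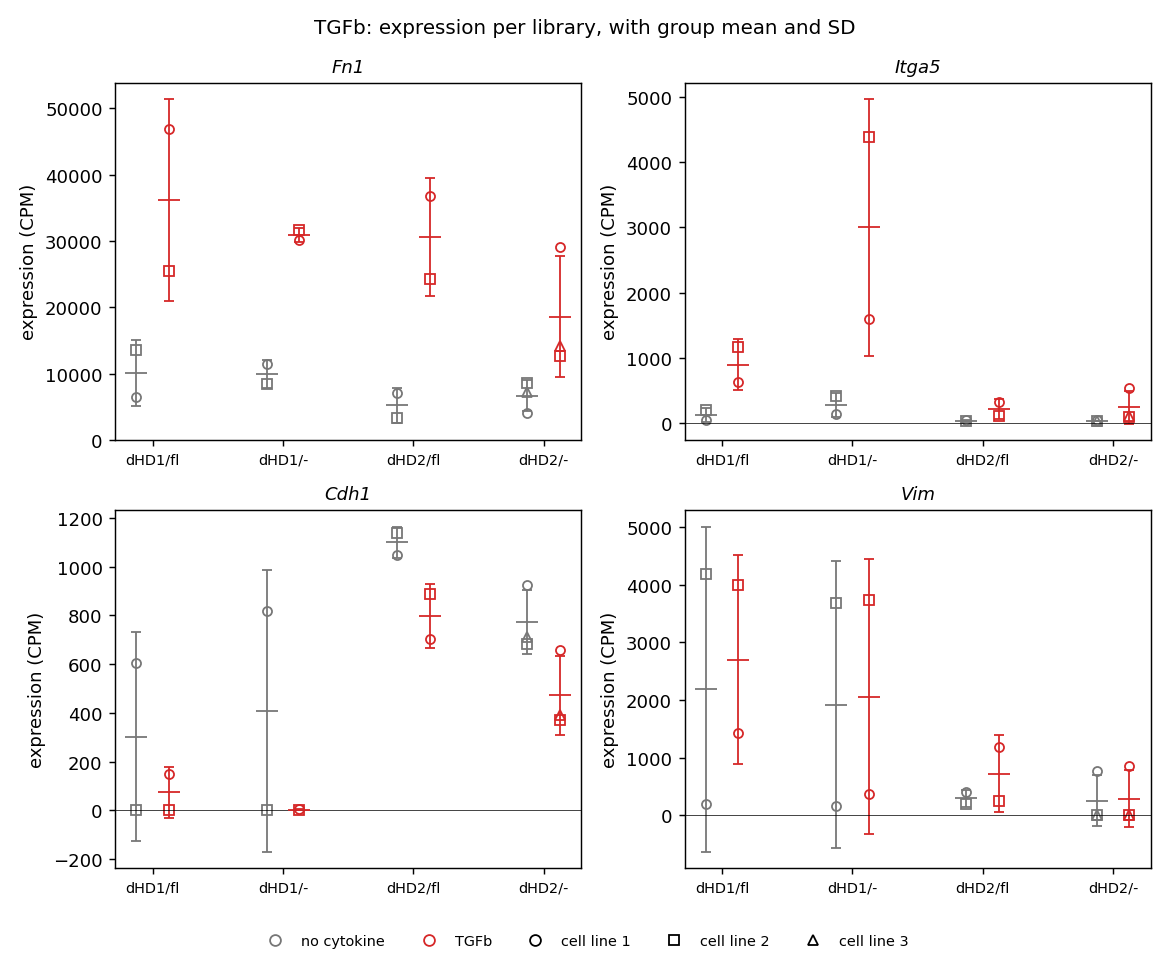
Expression in CPM (y axis) of Fn1, Itga5, Cdh1 and Vim in each genotype (x axis) without cytokine (grey) and with TGFβ (red). Symbols are cell lines, bars the mean and SD of 2 or 3 lines, and SD bars that reach below 0 reflect lines that differ widely. Fn1 was between 12600 and 46900 CPM with TGFβ.

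ΔHD1/- was compared with ΔHD1/fl to ask what loss of the floxed wild-type allele changes, which leaves only protein that cannot bind Pygopus. The fl lines already carried the mutant. From tumours in mice, the study proposes that both mutants act dominant-negatively over wild-type B9/B9L. Few differences here would therefore not show that lost binding has little effect. Without cytokine 9 genes were called (66.7% higher, or 77.8% under median-of-ratios scaling), with Wnt3a 6 and with TGFβ 4. Unadjusted p-values under 0.05 numbered 644, 777 and 1091. Unadjusted thresholds moved the counts most, to 500 (214 higher, 286 lower), 630 (301 higher, 329 lower) and 927 (202 higher, 725 lower). The majority of higher genes without cytokine thus rested on the threshold. Pak6 (chromosome 2, 118663045 to 118698020) and Tbc1d9 (chromosome 8, 83165352 to 83272940) were higher in ΔHD1/- lines under all 3 treatments. Pak6 went from 0.709 ± 1.00 to 27.9 ± 7.13 CPM without cytokine (SD, n = 2 each; limma adjusted p 0.00521), and Tbc1d9 from 0.853 ± 0.152 to 32.1 ± 31.9 CPM (adjusted p 0.0327). Lower genes were Akr1c18, from 29.6 ± 10.2 to 0.534 ± 0.756 CPM, and Sema4a, from 20.7 ± 1.38 to 0.521 ± 0.313 CPM. With Wnt3a, Stra6 was lower by a log2 fold change of -6.58 ± 1.10 (SE; limma adjusted p 0.0348). With TGFβ, Aldh3a1 was lower at -5.90 ± 0.96 (SE; limma adjusted p 0.032). Mc5r had at most 3 reads in each ΔHD1/- TGFβ library. Its observed mean in ΔHD1/fl lines, 3.08 CPM, was 25.8 times the 0.119 CPM that 3 reads were worth.

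ΔHD2/- was compared with ΔHD2/fl to ask what loss of the floxed wild-type allele changes, which leaves only protein that cannot bind β-catenin. The limit given for the ΔHD1 lines holds here too, since the fl lines already carried the mutant. Without cytokine 73 genes were called (3 higher, 70 lower), with Wnt3a 91 (6 higher, 85 lower) and with TGFβ 47 (8 higher, 39 lower). Unadjusted p-values under 0.05 numbered 1143, 1146 and 1059. The unadjusted thresholds moved these most, to 977 (338 higher, 639 lower), 981 (328 higher, 653 lower) and 829 (348 higher, 481 lower). The counts rested on which ΔHD2/- lines were used. Without line 1 they were 749 (247 higher, 502 lower), 682 (200 higher, 482 lower) and 445 (111 higher, 334 lower), so the direction was less one-sided than in the calls with all lines. Without line 2 they were 28, 27 and 12, and without line 3 they were 26, 27 and 13. With lines 2 and 3 averaged, a setting chosen after seeing the data, they were 28, 26 and 13. In ΔHD2/- line 1, all 70, 85 and 39 lower genes called with all lines were also under both fl lines. Of these, 63, 80 and 36 were over 2-fold under. The lower level was thus not confined to lines 2 and 3, but the genes were called partly on line 1, so this is no separate test. Krt6a (chromosome 15, 101689928 to 101694305; keratin genes have close copies, so its level is uncertain) went from 593 ± 396 CPM (SD, n = 2) to 6.41 ± 10.1 CPM (SD, n = 3), a log2 fold change of -7.16 ± 1.29 (SE; limma adjusted p 0.00972). Krt16, with the same uncertainty, went from 239 ± 131 to 2.24 ± 0.498 CPM. Dennd3 rose from 5.84 ± 5.57 to 37.7 ± 8.68 CPM and Ciita from 0.0862 ± 0.122 to 3.06 ± 1.60 CPM. With Wnt3a, Serpinb2 was lower (287 ± 93.2 against 2.80 ± 4.85 CPM), and Tnfsf13 was higher, though it shares its position with the readthrough gene Tnfsfm13 and is uncertain. With TGFβ, Tll1 and Rcn1 were lower and Spn and Tnfaip8l1 higher. All the genes just named lost their calls without line 2 or without line 3, at adjusted p-values from 0.109 (Ciita) to 0.476 (Tnfaip8l1). Axin2 was lower with Wnt3a at a log2 fold change of -1.93 ± 0.37 (SE; limma adjusted p 0.0153), and not without cytokine (-1.42 ± 0.37, adjusted p 0.137). The call with Wnt3a was lost without line 2 (adjusted p 0.113) or line 3 (adjusted p 0.171), within 0.0102 to 0.432 over its alternatives.

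**Figure D4:**
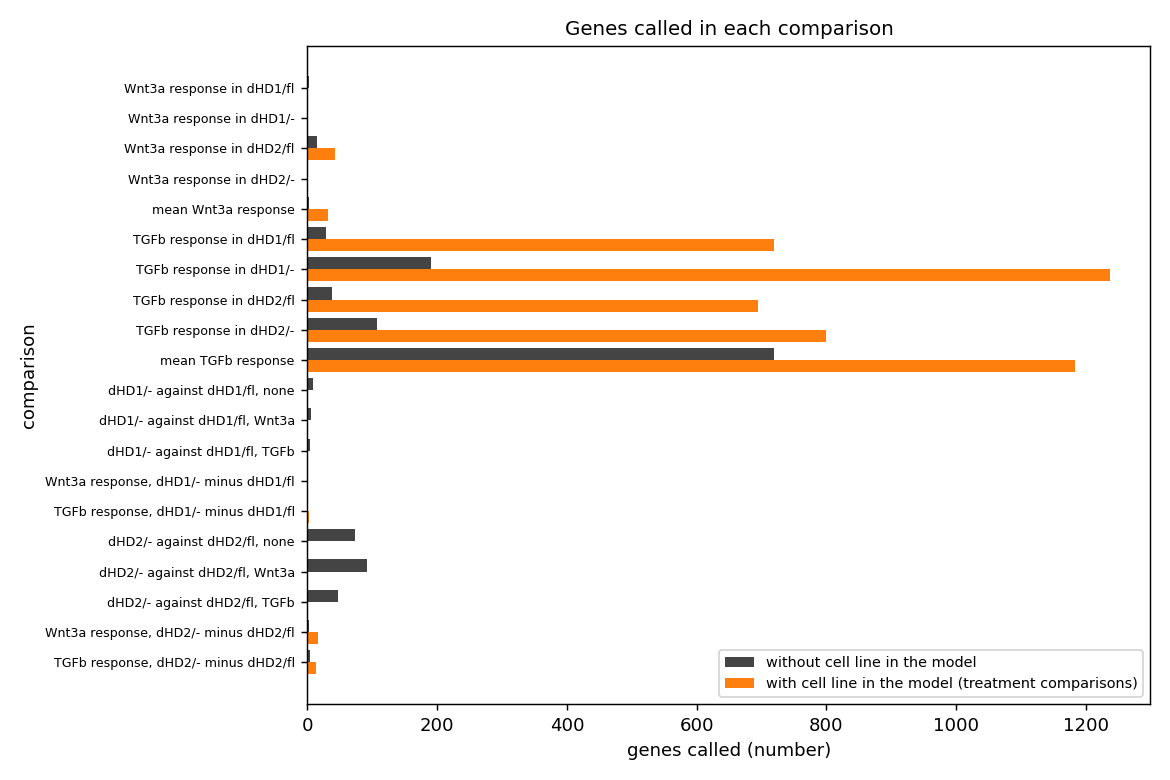
Number of genes called (x axis) in each of 20 comparisons (y axis) without cell line in the model (dark bars) and, for treatment comparisons, with it (orange bars). The TGFβ responses rose most with the block, for example from 28 to 719 genes in ΔHD1/fl lines.

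Whether the response itself differed between recombined and fl lines was tested as an interaction. For Wnt3a no gene was called in the ΔHD1 lines (0 genes, with 15 at an unadjusted p under 0.05), and 2 were called in the ΔHD2 lines. For TGFβ, 1 and 4 genes were called. With cell line as a block the counts were 0 (155 genes at an unadjusted p under 0.05), 16, 3 and 13. For the 7 called genes a pseudocount of 0.1 left 0 called, the lowest adjusted p being 0.076. Of the 7 genes 6 stayed under 1 CPM in every compared library of 1 kind of line. For 3 of these, Adm, Krt75 and Krt32, which fell with TGFβ in the other kind of line, no fall could be measured there. The other 3, Dsc1, Scel and Scara3, were under 1 CPM in every untreated library of both kinds. They reached at least 5.86 CPM with the cytokine in ΔHD2/fl lines and at most 0.416 CPM in ΔHD2/- lines. Without ΔHD2/- line 1 the ΔHD2 counts were 6 and 25, and without line 2 or line 3 they were 2 and 0 (62 and 56 genes at an unadjusted p under 0.05 for the zeros), against 74 and 179 genes at an unadjusted p under 0.05 with all lines. For Axin2 the Wnt3a response differed by -1.78 ± 0.58 (SE; limma adjusted p 1) in the ΔHD1 lines. In the ΔHD2 lines it differed by -0.51 ± 0.53 (adjusted p 1). Adjusted over all genes tested, neither difference was called, so a smaller response in recombined lines was not shown. Nor was it excluded, since the ΔHD1 difference exceeded its SE and adjustment over all genes is strict for 1 preset gene. Each fl line still responded more than each recombined line of its family on the log2(CPM + 1) scale. The Axin2 responses were 5.95 and 4.57 against 3.86 and 3.11 in the ΔHD1 lines. In the ΔHD2 lines they were 4.21 and 4.42 against 4.05, 3.71 and 3.65. The direction of the ΔHD1 difference held in all 6 alternatives. In the ΔHD2 lines the sign reversed with a pseudocount of 0.1 (0.61) and with edgeR (0.62).

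Among 260 tests of 13 gene lists over 20 comparisons, camera called 69 at an adjusted p of at most 0.05. Of these, 18 held under fry, 20 under an estimated correlation and 15 under both. Wnt target genes (13 tested) were higher in the mean Wnt3a response at a median log2 fold change of 0.42, or 0.49 with genes without detectable reads in a group set to their bound (10 of 13 higher; camera adjusted p 7.32e-11), and in each of the 4 genotypes (medians 0.74, 0.24, 0.19 and 0.04), under all 3 tests. Only 1 of them, Axin2, was called over all genes, and 2 when adjusted over the list alone. TGFβ target genes (10 tested) were higher in the mean TGFβ response at a median of 1.49 (9 of 10 higher; camera adjusted p 9.36e-09), with 6 called over all genes and 6 adjusted over the list alone. Basal markers were lower in untreated ΔHD2/- than ΔHD2/fl lines (median -3.35, or -4.28 with such genes at their bound, 8 of 8 lower; camera adjusted p 8.13e-06), which held under all 3 tests. All 3 tests counted ΔHD2/- lines 2 and 3 as separate samples. They were not repeated with the pair averaged or with 1 line left out, so their p-values share this limit. The Bcl9/Bcl9L complex and the epithelial, fibroblast and luminal markers gave 0 calls in 20 comparisons each (1, 0, 0 and 0 at an unadjusted camera p under 0.05), with lowest camera adjusted p-values of 0.0852, 0.139, 0.152 and 0.156. Mesenchymal markers gave 7 camera calls, proliferation genes 12, p53 target genes 7 and interferon-stimulated genes 4, and none of these held under all 3 tests.

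The published Wnt3a list held 38 genes, of which 35 were tested, and is not independent evidence here. Its median log2 fold change in the mean Wnt3a response was 0.79, or 0.87 with genes at or under the floor set to their bound (33 of 35 higher; camera adjusted p 4.75e-27). On that list 1 gene was called over all genes and 8 adjusted over the list alone. Under Wnt3a, the list was lower in recombined than in fl lines, at medians of -0.80 (-0.81 with bounds; camera adjusted p 4.13e-06) in the ΔHD1 and -1.34 (-1.36 with bounds; camera adjusted p 1.08e-09) in the ΔHD2 lines, which held under all 3 tests. There 0 and 3 of its genes were called over all genes (8 and 13 at an unadjusted p under 0.05), and 2 and 8 adjusted over the list alone. Without cytokine the medians of the list were -0.07 (-0.22 with bounds) in the ΔHD1 and -0.67 (-0.81 with bounds) in the ΔHD2 lines. Part of the lower level in ΔHD2/- lines was thus present without Wnt3a. The list tests of the ΔHD2 lines here also counted ΔHD2/- lines 2 and 3 as separate samples. Its Wnt3a response was lower in recombined lines of both families, with a median difference of -0.61 in the ΔHD1 lines (31 of 35 lower; camera adjusted p 2.94e-12, fry 0.255) and -0.72 in the ΔHD2 lines (31 of 35 lower; camera adjusted p 2.92e-09, fry 0.166). Without the 4 genes at or under the floor in a compared group, the medians were -0.57 and -0.59. Both differences held under an estimated correlation and not under fry. Of the list, 0 and 0 genes were called over all genes for these differences (2 and 3 at an unadjusted p under 0.05), and 0 and 1 adjusted over the list alone. The published TGFβ list held 301 genes, of which 289 were tested. It is longer than the count of such genes in the text of the study, for a reason not known, so the tests here cover the whole list and not that count. Its median in the mean TGFβ response was 0.45, or 0.53 with bounds (181 higher, 108 lower; camera adjusted p 1.08e-09), which held under neither other test, and 100 genes were called over all genes against 116 adjusted over the list alone. Its TGFβ response differed between ΔHD2/- and ΔHD2/fl lines by a median of 0.02, or 0.07 without genes at or under the floor (camera adjusted p 0.305).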

Values the study reported

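The study reported 38 genes regulated by Wnt3a and 229 genes regulated by TGFβ that were affected when B9/B9L could not bind β-catenin. The 500 most variable genes were used to cluster its libraries.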

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

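The tests of counting error and of a gene near 0 in 1 kind of line were chosen only after these results were seen, as was the use of edgeR, a setting listed beforehand, as a test of their spread.

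For 7 genes the response to a cytokine differed between recombined and fl lines in a test of the difference itself (limma, adjusted p at most 0.05). For TGFβ in the ΔHD1 lines this was Adm (GRCm38 chromosome 7, 110627657 to 110629820), with a fitted difference of -2.02. For Wnt3a in the ΔHD2 lines these were Dsc1 (chromosome 18, 20083471 to 20114773) at -2.91 and Scel (chromosome 14, 103513061 to 103613346) at -2.46. For TGFβ in the ΔHD2 lines these were Cdh15 (chromosome 8, 122848374 to 122867397) at 4.37, Krt75 (chromosome 15, 101563343 to 101573904) at 2.93, Scara3 (chromosome 14, 65919394 to 65953978) at -2.45 and Krt32 (chromosome 11, 100080848 to 100088269) at 1.67. Krt32 lies outside the naming rule and was chosen after its values were seen. Keratins have close copies, so Krt75 and Krt32 are uncertain.

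Scaling of the libraries was argued against, since 7 of the 7 genes were still called under median-of-ratios scaling. Counting error in few reads was also argued against. The change in CPM differed between the kinds of line by at least 10.3 times its counting error in each of the 7 genes, and Dsc1, for example, had 175 and 302 reads in the ΔHD2/fl lines with Wnt3a against at most 1 in any ΔHD2/- library compared. An effect of the pseudocount of 1 stayed open. With a pseudocount of 0.1 the fitted difference was larger for 7 of the 7 (Cdh15 9.03 against 4.37), yet the number still called was 0, at adjusted p-values from 0.076 to 1. A lower pseudocount also widens the spread of any gene with groups near 0 reads, so this loss of calls cannot be told apart from that widening. Across 6 of the alternatives, not counting the compared groups alone or leaving out 1 line, the adjusted p ranged from 9.72e-08 to 1. With the compared groups alone, where few libraries estimate the spread, Adm, Dsc1 and Scel lost their calls. In that setting 1 of the 4 calls for TGFβ in the ΔHD2 lines was kept. edgeR's quasi-likelihood test called 0 of the 7, as did limma with a pseudocount of 0.1. Most of these genes had almost no reads in a compared group, where a ratio of ratios is not defined. A spread taken too small by the log-scale test therefore cannot be told apart from a true difference.

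A gene near 0 in 1 kind of line was the case for 6 of the 7. Adm had 0 reads in every ΔHD1/fl library compared, and 102 reads at most in ΔHD1/-. Dsc1, Scel, Krt75, Krt32 and Scara3 reached at most 0.0419, 0.166, 0.045, 0.349 and 0.416 CPM in any ΔHD2/- library compared, against 12, 9.22, 8.51, 3.32 and 6.68 CPM in ΔHD2/fl libraries. For Adm, Krt75 and Krt32, which fell with TGFβ where they were expressed, a candidate explanation is a gene near 0 in 1 kind of line, where no fall can be measured, since 3 of the 3 were under 1 CPM in every untreated library of the other kind. Dsc1, Scel and Scara3 rose with the cytokine in ΔHD2/fl lines. For them the same low level, as a reason for a missing rise of equal size in CPM, was argued against. All 3 of them rose in ΔHD2/fl lines from under 1 CPM, at most 0.851 CPM, to at least 5.86 CPM. No ΔHD2/- library with the cytokine was over 0.416 CPM. A rise of equal ratio was not excluded. Untreated libraries held 0 to 2 reads of each gene in ΔHD2/- lines, against 2 to 23 in ΔHD2/fl lines. Scara3 went from 0 to 11 reads in ΔHD2/- line 1. The edgeR differences were -4.86, -2.53 and -0.19 for Dsc1, Scel and Scara3. Cdh15 was the exception to a level under 1 CPM in 1 kind of line. It fell from 9.53 and 9.03 CPM to 0.0378 and 0.071 CPM in ΔHD2/fl lines 1 and 2, and rose to 1.63, 1.11 and 1.38 CPM in the ΔHD2/- lines, from 0.393 CPM in line 1 and 0 reads in lines 2 and 3.

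For the 6 ΔHD2 genes, a near-identical pair of ΔHD2/- lines counted as 2 replicates may have narrowed the spread. With lines 2 and 3 averaged, 2 of the genes (Dsc1 and Scel) were still called. All libraries share 1 fit, and Adm, whose compared lines are not in the pair, also lost its call. Its difference was unchanged at -2.02 (limma adjusted p 0.509). Without line 2 or line 3, Cdh15 (4.37 and 4.28), Krt75 (2.94 and 2.91) and Scara3 (-2.37 in both) kept their direction but were not called, at adjusted p-values from 0.121 to 0.598. These settings also leave fewer samples, so an effect of the pair cannot be told apart from lost power. A biological effect of the lost floxed allele stays open and was not separated from differences between cell lines.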

How the results depend on the processing

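The averaging of ΔHD2/- lines 2 and 3 and the clustering measure without pairs within a line were chosen only after the data were seen. Counts below are called genes, with Wnt3a and TGFβ responses in the order ΔHD1/fl, ΔHD1/-, ΔHD2/fl, ΔHD2/-, mean, and contrasts between genotypes in the order no cytokine, Wnt3a, TGFβ. Unless a reason is given, the cause was not tested. Of 88 named gene results, 424 of 587 values under the alternatives kept direction and side of the threshold, 157 were weaker, 3 stronger and 3 reversed. The reversed ones were Myc in the mean Wnt3a response, 0.00 under median-of-ratios scaling against -0.06, and the ΔHD2 difference in Axin2 response to Wnt3a, 0.61 with a pseudocount of 0.1 and 0.62 with edgeR against -0.51, none of them past the threshold. Leaving out 1 line gave 249 of 297 the same, 46 weaker and 2 stronger. Sample clustering kept its calls in all 4 other settings and without pairs within a line, and median-of-ratios scaling kept all 20 counts within 1.5 times.

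An unadjusted p of at most 0.05 with a 1.5-fold change, which is less strict by construction, gave 185, 23, 165, 105 and 304 genes for Wnt3a and 1108, 1607, 1028, 1175 and 2161 for TGFβ. It gave 500, 630 and 927 for ΔHD1/- against ΔHD1/fl and 977, 981 and 829 for ΔHD2/- against ΔHD2/fl, and for differences in response to Wnt3a and TGFβ 15 and 126 (ΔHD1) and 74 and 171 (ΔHD2). An adjusted p with no fold limit changed the mean responses, to 5 and 2234.

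A pseudocount of 0.1 gave 1, 0, 3 and 2 genes for Wnt3a in the single genotypes, 16 and 11 for TGFβ in ΔHD1/fl and ΔHD2/fl, 5 for untreated ΔHD1/- and 58 for ΔHD2/- with Wnt3a, and 0, 0 and 0 for the 3 differences in response that held calls (126, 43 and 146 genes at an unadjusted p under 0.05, and 22 beside the 0 for ΔHD1/-). With no filter, which tests more genes, the counts were 2 and 25 for Wnt3a in ΔHD1/- and ΔHD2/fl, 5 for mean Wnt3a, 67 for TGFβ in ΔHD2/fl, 14, 13 and 15 for ΔHD1/-, 2 for the ΔHD1 difference in TGFβ response, and 8 and 10 for the ΔHD2 differences.

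With the compared groups only, where few libraries estimate the spread, the 4 Wnt3a counts were 0, as were the TGFβ counts in ΔHD1/fl, ΔHD1/- and ΔHD2/fl, the ΔHD1/- counts and the ΔHD1 difference in TGFβ response. ΔHD2/- against ΔHD2/fl gave 0, 1 and 0, and the ΔHD2 differences 5 and 1. The 1 gene with Wnt3a and the 5 genes of the Wnt3a difference were not among the main calls, so Dsc1 and Scel were lost. The 1 gene of the TGFβ difference was a main call. edgeR on recovered reads gave 0 and 0 for Wnt3a in ΔHD1/- and ΔHD2/fl, 6, 70, 3 and 66 for TGFβ, 0, 1 and 0 for ΔHD1/-, 4, 6 and 0 for ΔHD2/-, and 0, 0 and 0 for the 3 differences. For the mean TGFβ response it gave 855. Beside the counts of 0, genes at an unadjusted p under 0.05 numbered 3 to 1618 with the compared groups only and 20 to 981 with edgeR.

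The replicate block by cell line, which pairs libraries of 1 line, gave 1 and 43 for Wnt3a in ΔHD1/fl and ΔHD2/fl, 32 for mean Wnt3a, 719, 1238, 695, 800 and 1184 for TGFβ, 3 for the ΔHD1 difference in TGFβ response, and 16 and 13 for the ΔHD2 differences. It moved no other count of the treatment comparisons by over 1.5 times. Between genotypes the block used the replicate number alone, and libraries sharing a number had correlated deviations of 0.117 to 0.472 in the ΔHD1 lines (2 numbers) and 0.0871 to 0.19 in the ΔHD2 lines. That block gave 37, 41 and 84 for ΔHD1/- and 156, 180 and 115 for ΔHD2/-. In simulated data of the untreated ΔHD2 comparison it called 33 unchanged genes, against 5 without it. Cell line as a random effect (consensus correlation 0.642) gave 13, 4 and 4 for ΔHD1/- and 76, 76 and 54 for ΔHD2/-.

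With ΔHD2/- lines 2 and 3 averaged, TGFβ in ΔHD2/- gave 6 and ΔHD2/- against ΔHD2/fl gave 28, 26 and 13, all among the main calls, and the ΔHD2 differences gave 2 and 0 (55 genes at an unadjusted p under 0.05). Leaving out 1 line gave 1 to 12 genes for Wnt3a in ΔHD2/-, 1 to 81 for mean Wnt3a, 1 to 247 for TGFβ in ΔHD2/- and 455 to 933 for mean TGFβ. For ΔHD2/- against ΔHD2/fl the ranges were 26 to 749, 27 to 682 and 12 to 445, and for the ΔHD2 differences 2 to 6 and 0 to 25 (62 and 56 genes at an unadjusted p under 0.05 beside the zeros). The highest ΔHD2 values came without line 1. Lines of groups of 2 were left out for the mean responses only, since in other comparisons this would leave 1 sample in a group. Gene list calls went from 69 to 20 under fry (18 shared) and 20 under an estimated correlation (20 shared), and to 81 with camera and the replicate block (68 shared).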

Other observations

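The tests of 1 library deposited under 2 names, of the 51 genes without reads in ΔHD2/- lines 2 and 3, of Cdkn2a and Cdkn2b, and the last test of cornification genes were chosen only after the results were seen.

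The labels of cytokine and control were swapped within cell lines, using 100 draws that included the real one. For the mean TGFβ response 1 of the 100, the real one, gave as many as 719 genes, and the highest other count was 352. For the mean Wnt3a response 4 of the 100 gave as many as 3 genes, the real one included. For the ΔHD2/- lines alone, 1 of the 10 splits of the 6 libraries gave as many genes as the real one for Wnt3a (1 gene) and 1 of the 10 for TGFβ (107 genes), a share that cannot go lower in this design.

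The number of genes whose Wnt3a response differed between ΔHD2/- and ΔHD2/fl lines was 2 here. That is lower than the value quoted from the study above. The number whose TGFβ response differed was 4. That is lower than the value quoted from the study above. The directions depend on the thresholds. The numbers were 16 and 13 with cell line as a block. With an unadjusted p of at most 0.05 and a 1.5-fold change, the kind of threshold given with the quoted values, they were 74 and 171. The first of these is higher than the value quoted from the study, and the second is lower. The measures also differ, because the quoted values rest on comparisons with wild-type lines and on lines with mutant β-catenin, which were not analysed here.

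ΔHD2/- lines 2 and 3 were close to identical. Between them 0 genes were expressed (mean of at least 5 CPM) in 1 line and without reads in the other, against 3 to 203 in the 35 other pairs of lines. A single library deposited under 2 names was argued against, since the chi-square per degree of freedom was 13.52 at its lowest. That they were 2 cultures of 1 parent line may be so. ΔHD2/fl lines 1 and 2 differed by only 3 such genes, so that count alone decides little, but in other measures they were much less alike. Their correlation was 0.945 to 0.957, against 0.993 to 0.997 in the ΔHD2/- pair. Their chi-square per degree of freedom was 135.7 to 236.5, against 13.52 to 35.99, and 1290 to 1854 genes differed over 2-fold, against 14 to 324. Per the labels, replicates of a genotype were a pair of lines from different mice, which leaves 1 of the 3 ΔHD2/- lines unexplained. These values favour 1 parent line, but the closeness that raised the question is not a separate test of it, so it cannot be told apart from separate lines that are unusually alike. The pair lacked reads of 51 genes, among 9922, that both ΔHD2/fl lines expressed at a mean of at least 5 CPM, and 47 of the 51 were at 1 CPM or more in ΔHD2/- line 1, which has the same genotype and so argues against the lost floxed allele by itself. Loss of 1 stretch of chromosome was argued against, since the 51 genes lay on 19 of 20 chromosomes, with at most 7 on any of them. As neighbours among the expressed genes there were 2 pairs, against a mean of 0.272 in 1000 random orders, of which 28 gave as many. Several short stretches lost or silenced stay open for the few genes in these pairs, and cannot be told apart from each other, since reads per gene do not show DNA.

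Cdkn2a (GRCm38 chromosome 4, 89274473 to 89294619) and Cdkn2b (chromosome 4, 89306289 to 89311032, overlapping Gm12610), chosen after their values were seen, had 0 reads in the 9 libraries of ΔHD1/fl line 2 and ΔHD1/- lines 1 and 2, which held 246.5 M reads. In the other 6 lines no library was under 6.02 CPM of Cdkn2a. Too few reads was argued against, since that lowest level would have given 1480 reads of Cdkn2a. A loss that reaches Mtap was also argued against, since Mtap, the nearest expressed coding gene on 1 side, was at 365.4 CPM or more in each of the 3 lines. Gm12610, which lies between Cdkn2a and the next expressed gene, had 21 reads in the 9 libraries. A loss confined to this stretch may explain the pattern, but cannot be told apart from silencing, since reads per gene do not show DNA. Because ΔHD1/fl line 1 expressed both genes and the other 3 ΔHD1 lines did not, line and genotype are partly mixed in the ΔHD1 comparison.

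Several genes called with Wnt3a in ΔHD2/fl lines were of the kind seen in cornifying epithelium. A list of 18 other such genes, written before their values were seen, had 14 that passed the filter. Their median log2 response to Wnt3a was 1.83 and 1.53 in ΔHD2/fl lines 1 and 2, and 0.01, 0.73 and 0.66 in ΔHD2/- lines 1, 2 and 3. It was 2.15 and 0.04 in ΔHD1/fl lines 1 and 2, and 0.00 in both ΔHD1/- lines. The criterion set beforehand, every fl line above every recombined line, was met in both families, but by only 0.04 in the ΔHD1 lines, where ΔHD1/fl line 2 hardly responded. ΔHD2/- lines 2 and 3, which lack the floxed wild-type allele, each raised at least 4 of the 14 genes over 2-fold. These included Sprr1a, by 6.48 and 5.97 on the log2 scale. ΔHD2/- line 1 and ΔHD1/- lines 1 and 2 raised 0 of the 14 over 2-fold. A strict need for that allele was thus argued against only by a pair not shown to be independent, in a test chosen afterwards. Whether the programme depends on the allele stays open. What separates responding from other lines was not tested.

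Xist, chosen after its values were seen, differed between untreated lines. It was at 59.5 and 817 CPM in ΔHD1/fl lines 1 and 2, at 319 and 0.119 CPM in ΔHD1/- lines 1 and 2, at 500 and 0.074 CPM in ΔHD2/fl lines 1 and 2, and at 595, 0 and 0.0837 CPM in ΔHD2/- lines 1, 2 and 3. No explanation was tested.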
